A study of Mus musculus with 10 samples. Its data were reported in "TCR signal strength controls thymic differentiation of iNKT cell subsets" (2018).

How the data were processed

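Open chromatin was measured by ATAC-seq, in which a transposase inserts sequencing adapters into accessible DNA, in sorted thymic invariant natural killer T (iNKT) cells of the iNKT1 and iNKT2 subsets. The cells came from BALB/c mice and from SKG mice, which carry a hypomorphic mutation of Zap70 that weakens signalling from the T cell receptor. The 10 libraries formed 4 groups, BALB/c iNKT1 (n = 2), SKG iNKT1 (n = 2), BALB/c iNKT2 (n = 3) and SKG iNKT2 (n = 3), taken from the library names.

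By the study's methods, the authors aligned paired reads to the mouse genome (mm10) with bowtie, removed mitochondrial and duplicate reads, called peak summits with MACS2 from subnucleosomal fragments, merged the expanded summits of all replicates into 1 set of regions, removed chromosome Y and blacklisted regions, and counted transposase insertions in each region. The deposited table held raw counts, insertions per region and library, for 94823 regions of 300 to 7709 bp (median width 343 bp). The study's methods give expanded summits of a uniform width, longer than most regions here, and the study reported fewer accessible regions. The study defined accessible regions by a mean of 3 normalized insertions per kb, and that limit in the mean of any group kept 90673 regions here, close to its number but not the same. How it was applied, and where the narrower regions came from, could not be settled, so its counts of regions and those given here rest on sets that may differ. Although its name speaks of normalized counts, its values were whole numbers, every whole number under 200 occurred in every library, counts of 2 were more frequent than counts of 1 in 10 libraries, and the column totals differed. These totals, 14988590 to 36342635, are insertions inside the listed regions and not the full depth of the libraries, which the table does not give. Coordinates fell inside the chromosomes of GRCm38 (mm10), and 10.5% of regions held a protein-coding transcription start, against 0.459% after the starts were shifted by 1 Mb. Genes and features were assigned with GENCODE release M21 on GRCm38, and coordinates are 1-based.

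Counts were analysed with edgeR 4.0.16 in R 4.3.3. TMM factors were computed over all regions, a model with 1 mean per group was fitted to the 10 libraries together, and quasi-likelihood F tests were made for 5 contrasts: iNKT2 against iNKT1 in each genotype, SKG against BALB/c in each subset, and the difference between the last 2 (the interaction). A region was called at a Benjamini-Hochberg adjusted p under 0.01 over all regions and an estimated change of at least 4-fold. Levels are CPM, counts scaled to the library total times its TMM factor, given as mean ± SD. Log2 changes come from the fit with a standard error derived from its F statistic. Where every library of a group held 0 insertions, the fold is a lower bound against a floor of 3 insertions over the group. Such floors, and the Wilson 95% intervals of shares, cover counting error only, and regions are not independent replicates.

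The contrasts, the thresholds, the loci, the motif strings, the clustering and the alternatives except those named below as added were chosen before the data were examined. That plan expected normalized values and used limma with a trend on log2 values with a pseudocount of 1. Because the values turned out to be counts, edgeR replaced it and the limma fit (limma 3.58.1) became an alternative. Pseudocounts of 0.5 and 5, a filter at the lower quartile of mean insertions (36.2), quantile normalization with voom, fits of only the 2 groups compared, thresholds of adjusted p under 0.05 and 2-fold, a test against a 2-fold change, a replicate block and the omission of each library were the alternatives fixed in that plan. DESeq2 1.42.0, library totals without TMM factors, voom without quantile normalization, thinning of libraries to the smallest total, removal of each library's GC trend over 20 bins, subtraction of each library's floor (the value per kb at percentile 5), and quantile normalization restricted to the 90673 regions with 3 or more insertions per kb in a group were added after seeing the data. In fits that omit a library of a group with n = 2, the lone sample left was assumed to vary like the other groups.

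Whether replicate numbers pair libraries was checked by correlating, over regions, each library's deviation from its group mean. Between BALB/c and SKG iNKT2, libraries of the same number gave r = 0.446, 0.136 and 0.156, all above 0.1, so the numbers were treated as pairs in a replicate block for that contrast, as an alternative. Libraries of different numbers gave up to 0.207, and number 1 stood apart from the others in both genotypes. Between BALB/c and SKG iNKT1 the value was -0.00207 (the 2 deviations of a group of 2 mirror each other). In the other groupings the values ran from -0.0179 to 0.0943, so these were not paired.

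Named regions were selected by a fixed rule. In each pairwise contrast, the rule took the 2 called regions with the largest fitted log2 rise and the 2 with the largest fitted log2 fall among those without overlap between replicates of the 2 groups. The fitted change is shrunk by the prior count, so its order is not that of the ratios of group means. It also took regions in the gene body or within 50 kb of the transcription start of loci the study discusses. At Pdcd1, Egr2, Runx1 and Klf2 these were up to 3 called regions by smallest adjusted p between genotypes, or the region of smallest adjusted p where none was called. At the subset genes and at the MAPK and Notch genes it was the region of smallest adjusted p between BALB/c subsets or between genotypes in iNKT2. The 26444 regions called in any pairwise contrast were grouped by k-means (6 clusters, 25 starts) on log2 group means centred per region. Motif strings of 8 families were searched on both strands in GRCm38, and shares were compared with the other called regions by Fisher's exact test, two-sided, with adjustment over 16 tests. Alternatives used uncalled regions matched on GC content over 10 bins (5 per region) and the central 200 bp of each region.

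The pipeline was tested on simulated data of 94823 regions, with 200 changed by more than 4-fold in SKG iNKT2 and the others equal in all groups. It recovered 97.0% in the iNKT2 genotype contrast and 83.5% in the interaction, with 0 false calls. Recovery of smaller changes, or beside differences between subsets or in background, was not tested. Simulated SKG iNKT2 libraries with the expected values of BALB/c iNKT2 showed whether sharing the BALB/c iNKT2 libraries alone gives an overlap. Figures were drawn with matplotlib 3.10.9. No sample was left out.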

Results

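Chromatin accessibility was compared between iNKT1 and iNKT2 cells, the interferon-producing and interleukin-4-producing subsets of thymic iNKT cells, and between BALB/c mice and SKG mice, whose T cell receptor signals weakly. Insertions inside the 94823 regions totalled 36342635 and 24735873 in the 2 BALB/c iNKT1 libraries and 17214764 and 17454220 in the 2 SKG iNKT1 libraries. The 3 BALB/c iNKT2 libraries held 26808472, 34315661 and 22856960, and the 3 SKG iNKT2 libraries held 31087309, 22125167 and 14988590. The median region held between 40 insertions (SKG iNKT2 replicate 3) and 120 insertions (BALB/c iNKT2 replicate 2).

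Before any contrast, the similarity of the libraries was described. Across regions, which are not independent replicates, log2 levels of libraries of the same group correlated with Pearson's r of 0.952 to 0.977. Averaged over pairs of libraries from the 2 groups, r between BALB/c and SKG was 0.943 in iNKT1 and 0.884 in iNKT2. Between iNKT1 and iNKT2 libraries it was 0.690 in BALB/c and 0.762 in SKG. The first principal component held 69.9% of the variance and parted the subsets, and the second held 13.7% and parted the genotypes within each subset. Restricting the components to the 5000 regions of highest variance moved the first to 79.4%. Within those regions the lowest correlation inside a group (0.845) fell below the highest between groups (0.854).

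**Figure D1:**
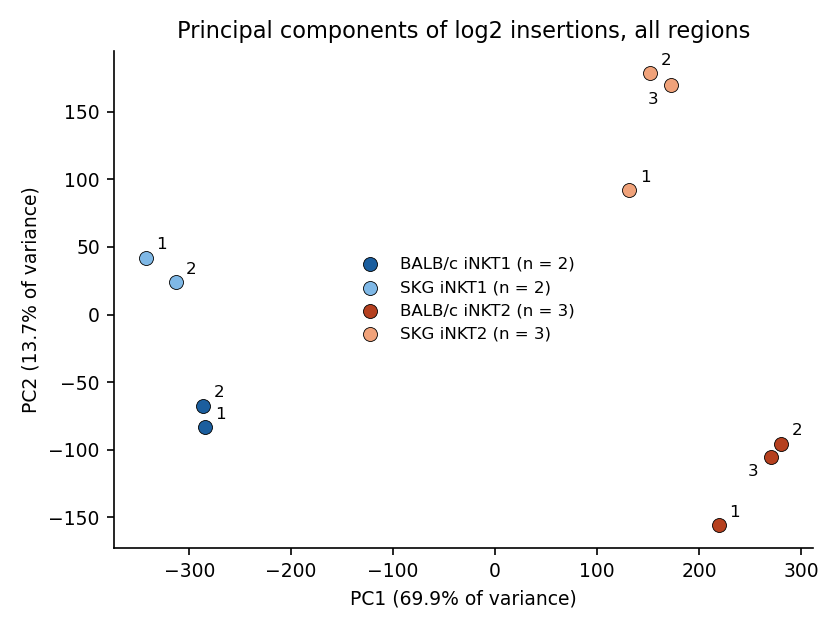
Scores of the 10 libraries on the first 2 principal components of log2 insertions over all regions, with the percentage of variance on each axis and the replicate number beside each point. iNKT1 libraries lie left and iNKT2 libraries right on the first component (69.9% of variance), and SKG libraries lie above BALB/c libraries of the same subset on the second (13.7%).

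The first comparison asked which regions distinguish the subsets in BALB/c mice. Of all regions, 20754 (21.9%) were called between BALB/c iNKT2 and BALB/c iNKT1, 14725 higher and 6029 lower in iNKT2 (71.0% and 29.0%). Without the fold threshold, 24323 were higher and 22217 lower at an adjusted p under 0.01 (edgeR). Of the alternatives run, quantile normalization with voom moved the split most, to 9042 higher and 8966 lower over all regions (50.2% and 49.8%) and to 8778 and 8936 over regions with 3 or more insertions per kb (49.6% and 50.4%). Library totals without TMM factors gave 17104 and 4750. The median log2 change of all regions in this contrast was 0.06 with TMM, 0.34 with library totals and -0.00231 with quantile normalization. In SKG mice the median was 0.14 with TMM and 0.32 with library totals, and for SKG against BALB/c in iNKT2 it was 0.01, -0.12 and, with quantile normalization, 0.10.

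Single regions named for each contrast were selected by fitted log2 change among called regions without overlap between the groups. For BALB/c iNKT2 one lay on chromosome 17, 8757826–8758153, in an intron of Pde10a. Its level was 0 in BALB/c iNKT1 (n = 2) and 8.90 ± 0.636 CPM (insertions scaled to the library) in BALB/c iNKT2 (SD, n = 3), at least 166-fold higher (edgeR adjusted p 4.1e-08). An intergenic region on chromosome 18, 46337003–46337460, 25303 bp from the start of Ccdc112, went from 0 (n = 2) to 8.50 ± 2.50 (SD, n = 3), at least 158-fold higher (edgeR adjusted p 1.6e-07). In the other direction, an intergenic region on chromosome 1, 92258789–92259129, 63260 bp from the start of Hdac4, held 7.34 ± 1.21 in BALB/c iNKT1 (SD, n = 2) and 0 in BALB/c iNKT2 (n = 3), at least 225-fold lower (edgeR adjusted p 2.3e-08). An exonic region of Cmklr1 on chromosome 5, 113614596–113614903, held 3.50 ± 0.222 (SD, n = 2) and 0 (n = 3), at least 109-fold lower (edgeR adjusted p 3.3e-07).

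At genes that the study uses as subset signatures, called regions were counted in each direction between the BALB/c subsets. Called regions higher in BALB/c iNKT1 numbered 7 of 24 at Ifng, 21 of 36 at Tbx21, 10 of 15 at Cxcr3, 21 of 35 at Il2rb, 9 of 25 at Fasl and 18 of 39 at Bcl2. Called regions higher in BALB/c iNKT2 numbered 22 of 114 at Zbtb16, 1 of 11 at Slamf6, 15 of 21 at Il17rb, 16 of 29 at Il6ra and 6 of 29 at Ccr7. Calls the other way numbered 3 at Ifng and 1 at Ccr7. Il2 had 13 regions, 2 higher in iNKT2 and 1 higher in iNKT1, and without BALB/c iNKT1 replicate 2 it had 1 and 2. Under quantile normalization Zbtb16 had 13 regions higher in iNKT2 and 2 lower, Il17rb had 9 higher, and the region called at Slamf6 was no longer called (log2 change 1.47, adjusted p 3.5e-02). Zbtb16 also had 2 regions lower in iNKT2 without BALB/c iNKT2 replicate 1 and 1 without BALB/c iNKT1 replicate 2.

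The region of smallest adjusted p at Tbx21, in an intron at chromosome 11, 97104107–97104434, fell from 23.7 ± 2.02 in BALB/c iNKT1 (SD, n = 2) to 0.285 ± 0.201 in BALB/c iNKT2 (SD, n = 3), a log2 change of -6.38 ± 0.364 (SE; edgeR adjusted p 6.4e-09). At Ifng, an intergenic region 5494 bp from the start (chromosome 10, 118435257–118435848) went from 30.6 ± 0.466 to 0.993 ± 0.505, a log2 change of -4.92 ± 0.321 (edgeR adjusted p 1.7e-08). Regions selected in the same way fell at Bcl2 (chromosome 1, 106710183–106710614, UTR; log2 change -4.75), Il2rb (chromosome 15, 78480153–78480484, UTR; -3.72) and Cxcr3 (chromosome X, 101733413–101734537, intron; -2.10). They fell by less than 4-fold at Fasl (chromosome 1, 161794440–161795225; -1.82) and Il2 (chromosome 3, 37125700–37126032, exon; -1.44). Rises were seen at Ccr7 (chromosome 11, 99170818–99171250; 5.46), Il17rb (chromosome 14, 30024311–30024790, in an intron of Chdh; 3.34), Slamf6 (chromosome 1, 171962582–171962881; 2.56) and Il6ra (chromosome 3, 89864159–89864514, UTR; 2.13). At Zbtb16 the region of smallest adjusted p (chromosome 9, 48817097–48817691, intron) was lower in iNKT2, 44.9 ± 0.389 (SD, n = 2) against 13.2 ± 0.985 (SD, n = 3), although the called regions there were higher. The Cxcr3 region lay close to the fold threshold: its log2 change was -1.95 without BALB/c iNKT2 replicate 3 and -1.81 with library totals, below 4-fold. With each library's GC trend removed, the Il6ra region rose by 1.91 on the log2 scale, also below 4-fold.

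The same comparison in SKG mice gave 16253 called regions, 9654 higher and 6599 lower in SKG iNKT2 (59.4% and 40.6%). Under quantile normalization the split turned over, with 4244 higher and 7011 lower (37.7% and 62.3%). On chromosome 11, an intergenic region at 90463936–90464621, 73383 bp from the start of Hlf, rose from 0 in SKG iNKT1 (n = 2) to 24.1 ± 4.02 in SKG iNKT2 (SD, n = 3), at least 239-fold, and an intron of Stxbp4 at 90548580–90548908 rose from 0 to 16.4 ± 4.42, at least 159-fold (edgeR adjusted p 8.0e-09 and 3.7e-08). An intergenic region 3956 bp from the start of Gzma on chromosome 13, 113104773–113105102, fell from 7.0 ± 0.00712 (SD, n = 2) to 0 (n = 3), at least 164-fold lower (edgeR adjusted p 1.4e-08). An intron of Gas7 on chromosome 11, 67532185–67532506, fell from 4.59 ± 0.767 to 0, at least 108-fold lower (edgeR adjusted p 1.4e-06).

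Whether the subset difference goes the same way in both genotypes was asked across regions, with no library shared between the contrasts. The log2 changes in BALB/c and in SKG had Pearson's r of 0.821 and Spearman's rho of 0.844 over all regions, which are not independent replicates. Of the 20754 regions called in BALB/c, 20114 (96.9%) had the same direction in SKG, 11840 (57.1%) were also called in that direction and 4 were called in the opposite one. The filter at the lower quartile of mean insertions moved r most upward, to 0.872, and subtraction of each library's floor moved it most downward, to 0.765. Regions higher in BALB/c iNKT1 were called again in SKG more often (4585 of 6029, 76.1%) than regions higher in BALB/c iNKT2 (7255 of 14725, 49.3%). The median log2 subset change of the iNKT2-high regions was 3.31 in BALB/c and 2.39 in SKG, and that of the iNKT1-high regions -2.86 and -2.93. The sets were selected in BALB/c, and such selection by itself lowers the change in a contrast that did not take part in it.

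**Figure D2:**
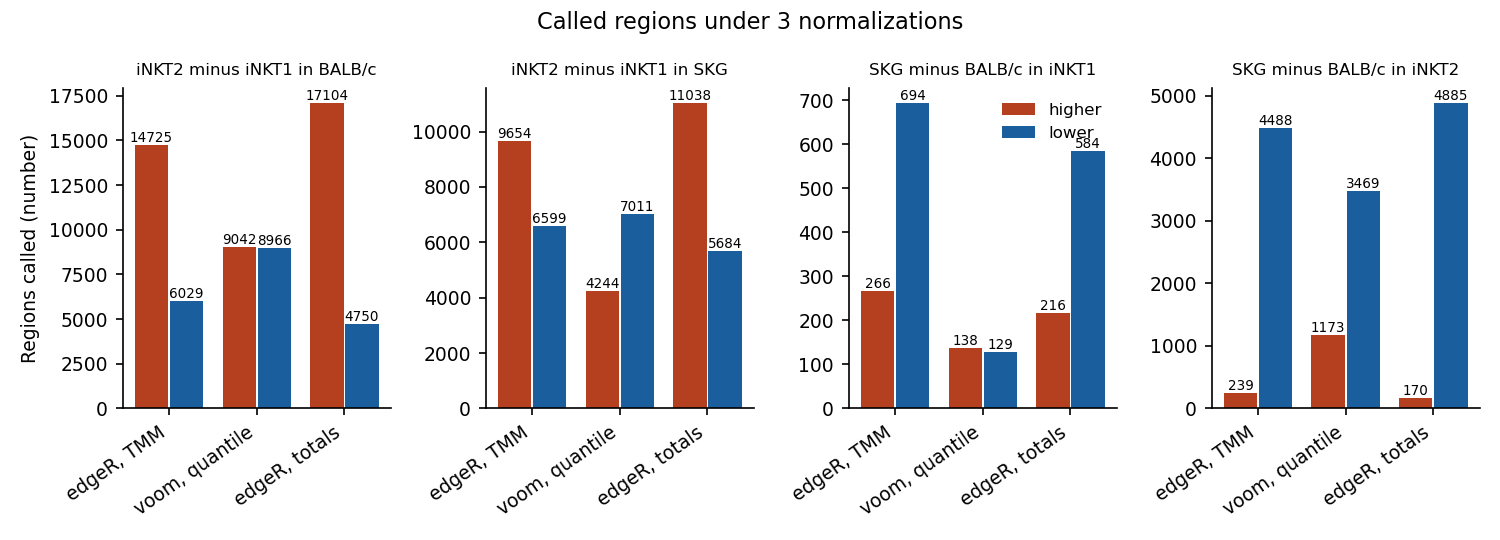
Numbers of regions called higher (red) and lower (blue) in each of the 4 pairwise contrasts with edgeR and TMM factors, with voom and quantile normalization, and with edgeR and library totals. In SKG against BALB/c iNKT2 most called regions were lower under each normalization (4488, 3469 and 4885), while in the subset contrasts the balance between higher and lower changed with the normalization.

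The effect of the SKG genotype was asked first in iNKT1 cells. Between SKG and BALB/c iNKT1, 960 regions (1.01%) were called, 266 higher and 694 lower in SKG (27.7% and 72.3%). Quantile normalization with voom gave 138 higher and 129 lower (51.7% and 48.3%), so the excess of lower regions was not seen under that scaling. Every iNKT1 library moved these counts by over 1.5 times: they were 89 and 214 without BALB/c iNKT1 replicate 1, 105 and 357 without BALB/c iNKT1 replicate 2, 131 and 152 without SKG iNKT1 replicate 1, and 111 and 235 without SKG iNKT1 replicate 2. By the same selection, an intron of Pde4b on chromosome 4, 102518346–102518697, rose from 0 (n = 2) to 7.51 ± 1.17 in SKG (SD, n = 2), at least 141-fold (edgeR adjusted p 6.2e-06). It was at 0 in BALB/c iNKT2 as well. An intergenic region on chromosome 15, 82363872–82364176, 9702 bp from the start of Ndufa6, went from 0 to 2.44 ± 0.996, at least 45.7-fold higher (edgeR adjusted p 2.1e-03), and was also at 0 in BALB/c iNKT2. Omission of an iNKT1 library took its adjusted p to 4.3e-02 and 2.2e-02 (BALB/c replicates 1 and 2) and to 1.2e-02 and 2.5e-02 (SKG replicates 1 and 2), above the threshold. An intron of Gm1043 on chromosome 5, 37171617–37171941, fell from 3.41 ± 0.709 (SD, n = 2) to 0 (n = 2), at least 36.4-fold lower (edgeR adjusted p 5.8e-05). The region on chromosome 15, 75065935–75066234, 17254 bp from the start of Ly6c1, fell from 2.56 ± 0.815 to 0, at least 27.7-fold lower (edgeR adjusted p 2.7e-04), and was not called after subtraction of each library's floor (adjusted p 2.2e-02).

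In iNKT2 cells, 4727 regions (4.99%) were called between SKG and BALB/c, 239 higher and 4488 lower in SKG (5.06% and 94.9%). At an adjusted p under 0.01 without the fold threshold, 3812 were higher and 9619 lower (edgeR). The share of lower regions was 74.7% under quantile normalization with voom (1173 higher and 3469 lower) and 77.4% after subtraction of each library's floor (1179 and 4029). Without any 1 library the lower regions numbered 3535 to 5243. In an intron of Pde4b on chromosome 4, 102516947–102517685, the level rose from 0 (n = 3) to 8.42 ± 0.399 (SD, n = 3), at least 262-fold (edgeR adjusted p 1.4e-07). This region was near 0 in BALB/c iNKT1 too. On chromosome 5, 38598524–38598942, 35512 bp from the start of Wdr1, it rose from 0 to 7.43 ± 3.25, at least 211-fold (edgeR adjusted p 1.5e-06), and BALB/c iNKT1 held 1 insertion there over both libraries. The rises named here and in iNKT1 start from near 0 in both BALB/c subsets. They may come from the genomes and not from chromatin. Of the regions selected for a fall, an intron of Tead1 (chromosome 7, 112760816–112761132) went from 3.69 ± 1.92 to 0, at least 83.8-fold lower, and an intergenic region 21410 bp from the start of Olfr389 (chromosome 11, 73759154–73759453) from 2.95 ± 2.30 to 0, at least 68.6-fold lower (edgeR adjusted p 1.7e-05 and 8.9e-05).

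How much of the BALB/c iNKT2 pattern was reduced in SKG iNKT2 was asked next. Of the 14725 regions higher in BALB/c iNKT2 than in BALB/c iNKT1, 3166 (21.5%, Wilson 95% interval 20.8–22.2) were also called lower in SKG iNKT2. Both contrasts use the BALB/c iNKT2 libraries, and 5 simulations in which SKG iNKT2 had the expected values of BALB/c iNKT2 gave 0 such regions among 15575 to 15741. These simulations called 0 regions between genotypes anywhere. How sharing libraries alters the overlap among regions that do change was therefore not measured. The share was 12.2% with the limma fit at a pseudocount of 0.5 and 32.6% at the looser thresholds. In the opposite class, 93 of the 6029 iNKT1-high regions (1.54%) were lower in SKG iNKT1. That share was 0.246% and 0.496% without BALB/c iNKT1 replicates 1 and 2, and 0.216% without either SKG iNKT1 replicate. The median log2 change from BALB/c to SKG of the iNKT2-high regions was -0.98 in iNKT2 and 0 in iNKT1. In the 5 simulations, where the shared libraries alone act, the iNKT2 median was -0.0361 to -0.0260. Of the 4488 regions lower in SKG iNKT2, 3166 (70.5%) were iNKT2-high in BALB/c, 1229 (27.4%) were not called between BALB/c subsets and 93 (2.07%) were iNKT1-high.

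Regions lower in SKG in both subsets numbered 292, and regions higher in both numbered 45. The first count was 93 and 166 without BALB/c iNKT1 replicates 1 and 2, 79 and 90 without SKG iNKT1 replicates 1 and 2, and 58 under quantile normalization with voom. The second was 22, 24, 28 and 26 without the same 4 libraries. Across regions, the genotype changes in iNKT1 and iNKT2 correlated with Pearson's r of 0.280 and Spearman's rho of 0.211, and r was 0.164 without BALB/c iNKT1 replicate 1. A test of the interaction, the genotype change in iNKT2 minus that in iNKT1, called 179 regions with a more positive change in iNKT2 and 323 with a more negative one. Of the 323, 142 were called lower in SKG iNKT2, 52 were called higher in SKG iNKT1 and 129 in neither genotype contrast. So of the 4488 regions called lower in SKG iNKT2, 142 were shown to change more negatively there than in iNKT1, and for the others a difference between subsets was not shown in this fit. The interaction had 283 and 518 regions with the replicate block and 302 and 1090 with DESeq2. The test against a 2-fold change left 8 and 24 interaction regions, and all but 1 of the 10 libraries moved the first or the second count by over 1.5 times when omitted. In that order the counts were 58 and 57 without BALB/c iNKT1 replicate 1, 22 and 31 without BALB/c iNKT1 replicate 2, 11 and 53 without SKG iNKT1 replicate 1, and 47 and 46 without SKG iNKT1 replicate 2. They were 294 and 433 without BALB/c iNKT2 replicate 1, 89 and 189 without BALB/c iNKT2 replicate 2, 64 and 162 without BALB/c iNKT2 replicate 3, 214 and 673 without SKG iNKT2 replicate 1, and 105 and 187 without SKG iNKT2 replicate 3.

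Loci that the study discusses for the genotype effect were Pdcd1, Egr2, Runx1 and Klf2. At Pdcd1 (chromosome 1, 94038305–94052553, minus strand; 20 regions), 6 regions were lower in SKG iNKT1 and 4 in SKG iNKT2. The iNKT1 count was 3 without BALB/c iNKT1 replicate 1, 2 without SKG iNKT1 replicate 2 and 2 under quantile normalization. The iNKT2 count was 2 without BALB/c iNKT2 replicate 3, 1 without SKG iNKT2 replicate 2, 2 without SKG iNKT2 replicate 3 and 2 under quantile normalization. At an adjusted p under 0.01 alone (edgeR), 11 regions were lower in iNKT1 and 12 in iNKT2. A region 1232 bp upstream of the start (94053616–94053955) went from 8.66 ± 1.22 in BALB/c iNKT1 (SD, n = 2) to 0.642 ± 0.453 in SKG iNKT1 (SD, n = 2), a log2 change of -3.74 ± 0.374 (SE; edgeR adjusted p 3.9e-05). In iNKT2 it went from 18.1 ± 2.68 to 3.58 ± 0.894 (SD, n = 3 each), a log2 change of -2.35 ± 0.232 (edgeR adjusted p 4.6e-06), and the interaction had an adjusted p of 1.0e-01. The region 3574 bp upstream (94055917–94056338) changed by -2.05 ± 0.199 in iNKT2 (edgeR adjusted p 4.0e-06) and by -1.50 ± 0.219 in iNKT1 (8.3e-04). Its iNKT2 change was -1.94, -1.96 and -1.99 without BALB/c iNKT2 replicate 1, SKG iNKT2 replicate 2 and SKG iNKT2 replicate 3, below 4-fold. An intronic region (94047968–94048395) changed by -2.46 ± 0.294 in iNKT1 (edgeR adjusted p 1.8e-04) and by -1.49 ± 0.241 in iNKT2 (3.5e-04).

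Egr2 (chromosome 10, 67535475–67542188, plus strand; 19 regions) had 0 regions called between genotypes by edgeR in either subset, with 9 at an unadjusted p under 0.05 in iNKT1 and 8 in iNKT2. DESeq2 called 1 higher and 1 lower in SKG iNKT1, as did limma, and voom with quantile normalization called 1 higher in SKG iNKT2. With edgeR, 2 were lower in SKG iNKT1 in the fit of only the 2 groups compared and 1 with the replicate block, and 1 was higher in SKG iNKT2 after subtraction of each library's floor. Omission of libraries outside the contrast gave lower regions in iNKT1, 2 without BALB/c iNKT2 replicate 1 and 1 each without SKG iNKT2 replicates 1, 2 and 3. At an adjusted p under 0.01 alone, 4 regions were lower and 1 higher in SKG iNKT2 (edgeR). The region of smallest adjusted p, 37341 bp upstream (67497872–67498397), went from 6.33 ± 1.58 to 2.03 ± 0.353 in iNKT2 (SD, n = 3 each), a log2 change of -1.66 ± 0.231 (SE; edgeR adjusted p 1.0e-04). Klf2 (chromosome 8, 72319033–72321656, plus strand; 23 regions) likewise had 0 called by edgeR, with 12 and 8 at an unadjusted p under 0.05 in iNKT1 and iNKT2, 0 by DESeq2 and limma, 2 higher in SKG iNKT2 by voom with quantile normalization and 2 higher there by edgeR after floor subtraction. At an adjusted p under 0.01 alone, 3 Klf2 regions were higher in SKG iNKT2 and 0 in SKG iNKT1 (edgeR). The region of smallest adjusted p (72277241–72277574) lay upstream of Klf2, with the start of Gm10282 nearest (27853 bp). It rose from 6.12 ± 0.843 to 11.3 ± 0.199 in iNKT2 (SD, n = 3 each), a log2 change of 0.89 ± 0.144 (edgeR adjusted p 3.9e-04). The study's statement on Klf2 concerns its transcription start in both subsets, which this region does not cover. At Runx1 (chromosome 16, 92601466–92826149, minus strand; 55 regions), 1 intronic region was higher in SKG iNKT1 and 2 were higher in SKG iNKT2. Quantile normalization with voom called 0 in iNKT1 (9 at an unadjusted p under 0.05) and 4 higher in iNKT2, and the filter at the lower quartile left 0 in iNKT2 (edgeR, 19 at an unadjusted p under 0.05; 2 by DESeq2 without the filter). In iNKT1 the edgeR count was also 0 after floor subtraction and in the test against a 2-fold change (10 and 4 at an unadjusted p under 0.05; 1 by DESeq2). The first (92661742–92662077) rose from 0.533 ± 0.00611 to 3.24 ± 0.678 (SD, n = 2 each), a log2 change of 2.59 ± 0.423 (edgeR adjusted p 1.9e-03). It was not called without any 1 of the 4 iNKT1 libraries (adjusted p 4.1e-02 and 2.7e-02 without BALB/c replicates 1 and 2, 1.3e-02 and 3.2e-02 without SKG replicates 1 and 2). The others rose in iNKT2 by 2.03 ± 0.314 (92639094–92639419; edgeR adjusted p 2.4e-04) and 2.81 ± 0.441 (92640188–92640487; 2.8e-04). The rise of the former was 1.99 without BALB/c iNKT1 replicate 1, 1.89 without BALB/c iNKT2 replicate 2, 1.79 without BALB/c iNKT2 replicate 3 and 1.89 without SKG iNKT2 replicate 2, below 4-fold.

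**Figure D3:**
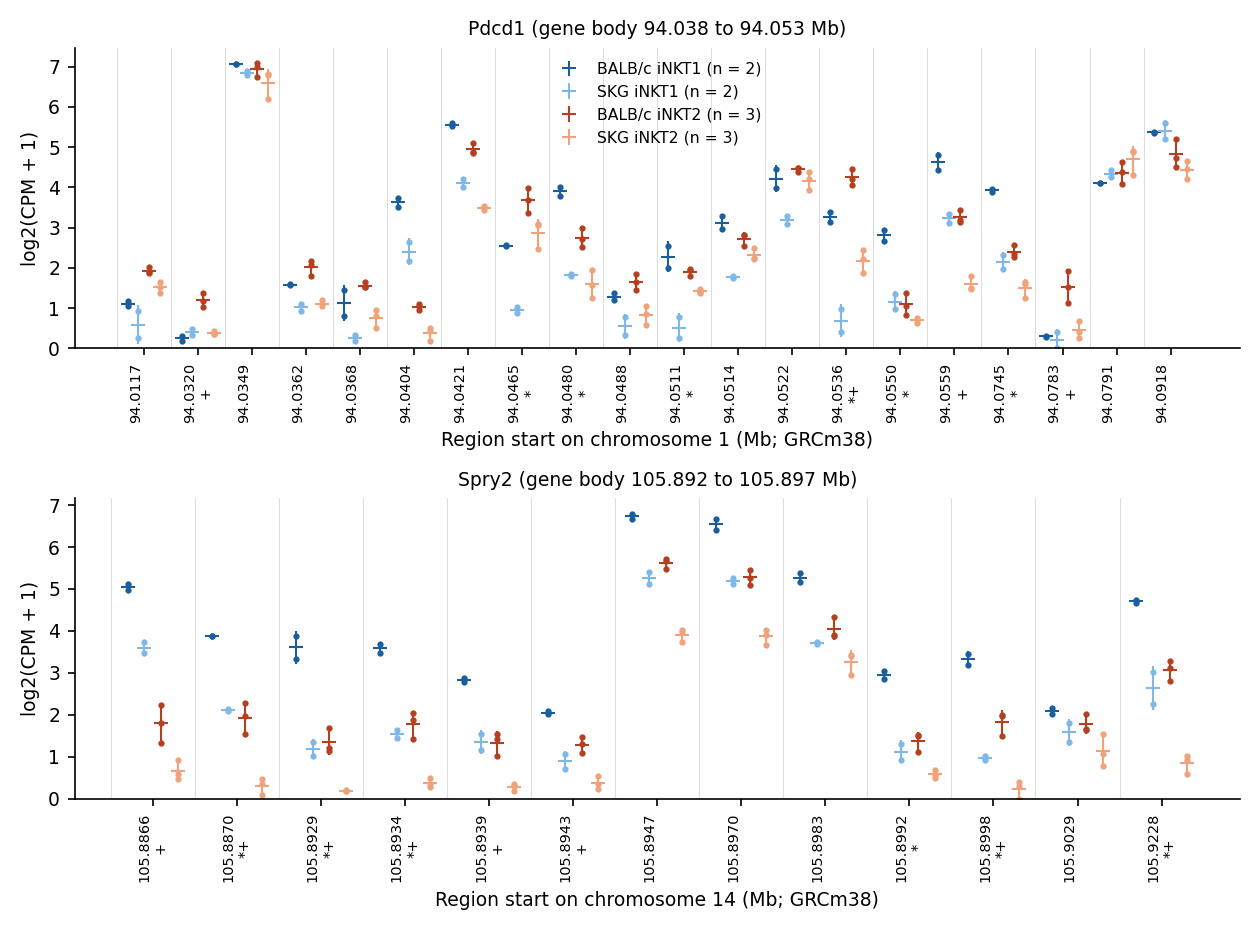
Levels at every region within the gene body or 50 kb of the start of Pdcd1 and Spry2, as log2 of CPM plus 1, by region start on GRCm38. Points are libraries, horizontal marks group means, vertical lines SD, an asterisk marks regions called lower in SKG iNKT1 (6 at each locus) and a plus sign regions called lower in SKG iNKT2 (4 at Pdcd1 and 8 at Spry2).

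Among the regulators of MAPK signalling and genes of the Notch pathway that the study names, called regions between genotypes in iNKT2 were lower in SKG under TMM scaling. They numbered 8 of 13 at Spry2, 2 of 17 at Dusp6, 1 of 30 at Dusp5, 4 of 12 at Hey1, 2 of 7 at Ovol2, 1 of 5 at Jag1 and 1 of 24 at Rbpj. Quantile normalization called 3 regions higher in SKG at Dusp5. The Jag1 call was lost without BALB/c iNKT2 replicates 1 or 3 or SKG iNKT2 replicates 1 or 2 (0 regions by edgeR in each, and 0 by limma in all libraries), and Rbpj had 2 without BALB/c iNKT2 replicates 2 or 3 or SKG iNKT2 replicate 3. Dusp4 and Spry1 had 0 called by edgeR and by DESeq2, with 5 and 6 regions at an unadjusted p under 0.05. Spry2 (chromosome 14, 105891947–105896819) also had 6 regions lower in SKG iNKT1, 3 and 2 without SKG iNKT1 replicates 1 and 2. The Spry2 region of smallest adjusted p, an intron at 105894728–105896534, went from 48.3 ± 4.44 to 14.1 ± 1.52 in iNKT2 (SD, n = 3 each), a log2 change of -1.77 ± 0.133 (SE; edgeR adjusted p 4.6e-07). At Hey1, a region 4965 bp from the start (chromosome 3, 8662130–8662452) went from 4.35 ± 0.741 to 0.338 ± 0.279, a log2 change of -3.46 ± 0.416 (edgeR adjusted p 2.7e-05). The selected regions of Dusp5 (chromosome 19, 53491543–53492083), Dusp6 (chromosome 10, 99287057–99287610) and Ovol2 (chromosome 2, 144343079–144343555) changed by -2.87, -2.79 and -2.19. Those of Jag1 (chromosome 2, 137114148–137115150), Rbpj (chromosome 5, 53420767–53421782) and Spry1 (chromosome 3, 37645101–37645431) changed by -1.15, -1.50 and -1.05, and that of Dusp4 (chromosome 8, 34807746–34808710) rose by 0.68. The Spry1 change had an adjusted p of 2.3e-02, above the threshold.

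The 26444 regions called in any pairwise contrast were grouped into 6 clusters by their profile over the 4 groups. Cluster 1, of 1707 regions, was higher in BALB/c than in SKG in both subsets, with mean log2 changes from BALB/c to SKG of -1.56 in iNKT1 and -2.78 in iNKT2. Cluster 2, of 4312 regions, was highest in BALB/c iNKT2, and its mean changes were -0.77 in iNKT1 and -2.46 in iNKT2. Clusters 3 and 5 (3955 and 8429 regions) were high in iNKT2 of both genotypes, and clusters 4 and 6 (2323 and 5718 regions) in iNKT1 of both. Of cluster 1, 85.0% of regions were called lower in SKG iNKT2, of cluster 2, 57.2%, and of the others between 0.510% and 6.75%. With 4 clusters, the cluster with the largest fall in iNKT2 held 4175 regions. The clusters are descriptive, since their regions were selected by the same contrasts.

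**Figure D4:**
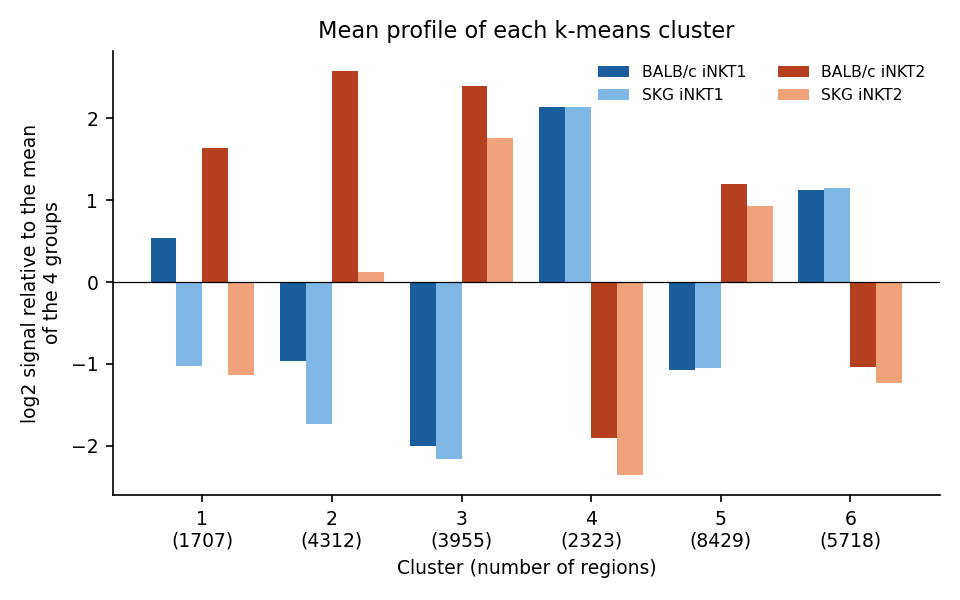
Mean log2 level of each group relative to the mean of the 4 groups, for the regions of each of 6 k-means clusters, with the number of regions in parentheses. Clusters 1 and 2 (1707 and 4312 regions) are lower in SKG iNKT2 than in BALB/c iNKT2, by -2.78 and -2.46 on the log2 scale.

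Motif content was compared because the study links reduced receptor signalling to NFAT and Egr sites. The NFAT string was in 47.0% of the 4488 regions lower in SKG iNKT2 and in 29.0% of the other 21956 called regions, an odds ratio of 2.18 (Fisher's exact test, adjusted p 1.5e-116). Egr was in 5.10% and 3.03% (odds ratio 1.72, adjusted p 1.5e-10), and Tcf in 16.1% and 13.0% (1.29, 1.4e-07). Less frequent than in the other called regions were NFkB (odds ratio 0.576, adjusted p 5.2e-12), T-box (0.582, 2.4e-07), Runt (0.792, 1.9e-07) and ROR (0.448, 1.3e-05), while no difference was detected for ETS (1.15, 4.7e-01). In the 239 regions higher in SKG iNKT2, NFkB was in 20.1% against 5.93% (odds ratio 3.98, adjusted p 1.3e-12). NFAT, Egr, T-box and Tcf were less frequent there (odds ratios 0.678, 0.239, 0.231 and 0.551, adjusted p 1.6e-02, 3.7e-02, 2.9e-02 and 1.6e-02), and no difference was detected for Runt, ETS and ROR (adjusted p 2.1e-01, 1.0 and 9.9e-02). In the central 200 bp of the regions, NFAT in the lower set had an odds ratio of 2.78 and Egr 2.19, and Egr in the higher set passed no threshold (adjusted p 2.3e-01). Against uncalled regions matched on GC content, NFAT in the lower set had an odds ratio of 1.81, Egr 1.64, Tcf 1.77 and NFkB in the higher set 4.43, while T-box and Runt in the lower set passed no threshold (0.992 and 0.906) and ETS became less frequent (0.497, adjusted p 5.0e-05). That background was not matched on distance to transcription starts. By cluster, the NFAT share was 47.3%, 42.5%, 31.1%, 24.9%, 28.9% and 27.7% in clusters 1 to 6. The test is across regions, which are not independent replicates.

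**Figure D5:**
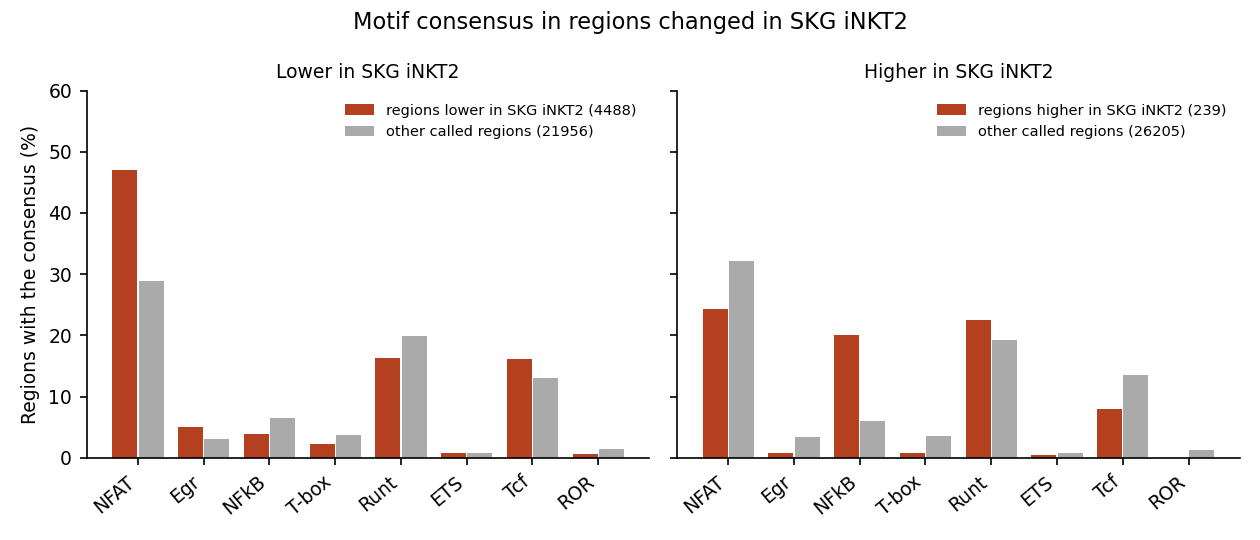
Percentage of regions holding each motif string, for regions lower (left) and higher (right) in SKG iNKT2, in red, and for the other regions called in any pairwise contrast, in grey. The NFAT string is in 47.0% of the lower regions against 29.0%, and NFkB in 20.1% of the higher regions against 5.93%.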

Values the study reported

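The study identified 90,051 accessible regions and called differences at an FDR-adjusted p below 0.01 with a change of at least 4-fold. It reported 17,464 regions that differed between BALB/c iNKT1 and iNKT2 cells and 11,065 that differed between SKG iNKT1 and iNKT2 cells. Between BALB/c and SKG mice it reported 267 differing regions in iNKT1 cells and 4254 in iNKT2 cells, of which more than 75% had reduced accessibility in SKG. Its regions were divided into 6 clusters.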

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

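The tests of iNKT1 admixture by mixing libraries, of depth and of GC content in this part were described before their results were seen, while the test of SKG iNKT2 levels past SKG iNKT1, the thinned, GC-corrected, DESeq2 and library-total fits behind some of them, and the 4 regions named below, were chosen only after the result was seen.

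The genotype change differed between the subsets, by a direct test of the difference (the edgeR interaction term), in 179 regions with a more positive change in iNKT2 and in 323 with a more negative change. Of the 179, 36 were called lower in SKG iNKT1, 28 higher in SKG iNKT2 and 115 in neither contrast alone. Examples that were chosen after their values were seen lay 7236 bp from the start of Fam49b (chromosome 15, 64067477–64067951; interaction log2 3.33 ± 0.313, SE, edgeR adjusted p 2.1e-04) and 73009 bp from the start of Nrn1 (chromosome 13, 36807961–36808319; 2.16 ± 0.221, 3.8e-04). In the other direction were a region 26614 bp from the start of Arg1 (chromosome 10, 24953940–24954257; -3.06 ± 0.267, 2.1e-04) and an intron of Ptprb (chromosome 10, 116288121–116288636; -3.92 ± 0.342, 2.1e-04). The Fam49b region fell from 22.8 ± 1.98 to 6.61 ± 2.72 CPM in iNKT1 (SD, n = 2 each) and rose from 3.80 ± 0.141 to 11.1 ± 1.35 in iNKT2 (SD, n = 3 each). Fam49b, Arg1 and Ptprb were called in every alternative fit that tested the interaction, including the omission of each library. The Nrn1 region was not called under quantile normalization (log2 1.72), after subtraction of each library's floor (1.99), in the test against a 2-fold change (adjusted p 1.3e-02) or without SKG iNKT1 replicate 1 (1.94).

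Several technical sources were weighed. A difference in depth between groups, as the whole source, is argued against because 384 interaction regions were called with every library thinned to the smallest total, 320 of them among the original 502. GC content as the whole source is argued against in the same way, with 482 regions after each library's GC trend was removed, 443 of them shared. iNKT1 cells in the sorted SKG iNKT2 samples, at any share, would leave SKG iNKT2 between SKG iNKT1 and its level without such cells. In 187 of the 502 regions (37.3%) SKG iNKT2 was called past SKG iNKT1 in the direction of the interaction, against 0 to 3 regions in 4 simulations of admixture alone (10% to 75% iNKT1), so for these regions such cells are argued against as the whole source. For the other 315 regions such cells and a genotype effect cannot be told apart. The test planned for it, mixing iNKT1 into BALB/c iNKT2 libraries, decided nothing, because the term keeps the genotype change of iNKT1 at any share: 94.82% of the regions were still called at the best-fitting share of 10%, and 72.91% at 75%, while the regions called numbered 1607 and 9274. The normalization stays open as a part of the counts: quantile normalization with voom gave 96 and 148 regions, of which 198 were in the original set, and library totals gave 85 and 248. The replicate block, motivated by the pairing of iNKT2 libraries, gave 283 and 518. The counts also rested on few libraries. Without BALB/c iNKT1 replicates 1 or 2, 103 and 52 of the 502 regions were still called, and without SKG iNKT1 replicates 1 or 2, 61 and 84. With n = 2 in each iNKT1 group, the number of regions may therefore reflect those libraries, whereas the 3 regions called throughout depend less on any 1 of them. A biological source, a genotype effect that depends on the subset, stays open as untested beyond this term.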

How the results depend on the processing

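Of these alternatives, DESeq2, library totals, voom without quantile normalization, thinning, GC correction, floor subtraction and the filter at 3 insertions per kb were chosen only after the result was seen. Each count of called regions below is given as higher, then lower, or for the interaction as more positive, then more negative. Unless a reason is given, the cause was not tested.

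Over all alternatives, regions lower in SKG iNKT2 outnumbered regions higher there (2023 to 11570 against 98 to 2169), and in each of them the lower regions were the more numerous. The NFAT odds ratio in the lower set was 1.81 and 2.78 under the motif alternatives. The filter at the lower quartile, which tests fewer regions, gave 7880 and 3579 for the BALB/c subsets, 4385 lower for the SKG subsets, 98 and 2023 for the iNKT2 genotype contrast and 113 more positive interaction regions. With it the correlation of the subset changes was 0.872, the share in the same direction 98.9% and the share of iNKT2-high regions lower in SKG iNKT2 15.9%. The looser thresholds, by construction, gave 25339 and 15164, 20480 and 14241, 1271 and 2757, 2169 and 11570, and 1506 and 1988 for the 5 contrasts in the order of the report, a share of 32.6% and a cluster of largest fall of 6038 regions. The test against a 2-fold change gave 90 and 196 in iNKT1, 8 and 24 for the interaction and a share of 14.8%.

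Quantile normalization with voom gave 9042 higher in the BALB/c and 4244 higher in the SKG subset contrast, 138 and 129 in iNKT1, 1173 higher in SKG iNKT2, 96 and 148 for the interaction, 93.8% in the same direction and a cluster of 3122. Restricted to 90673 regions it gave 8778, 4234, 138 and 129, 1148, 96 and 147, and 94.4%. It forces the libraries onto the same distribution, and the floor of the iNKT2 libraries was higher than that of the iNKT1 libraries. Among the iNKT2 libraries the floor was higher in BALB/c than in SKG. Subtraction of each library's floor gave 176 and 379 in iNKT1, 1179 higher in SKG iNKT2, a correlation of 0.765 and 94.5% in the same direction. Voom without quantile normalization called 167 and 226 in iNKT1 and 37 and 118 for the interaction. Fits of only the 2 groups compared, which cannot give an interaction, gave 1088 lower in iNKT1. limma with a pseudocount of 5 gave 121 higher in SKG iNKT2 and 287 and 1288 for the interaction, and with 0.5 it gave 2977 lower in SKG iNKT2 and a share of 12.2%. DESeq2 gave 302 and 1090 and library totals gave 85 more positive interaction regions. With the replicate block, which takes up the pairing of the iNKT2 libraries, the interaction had 283 and 518 and the iNKT2 contrast 239 and 4730. With the block, the iNKT2 contrast had 230 and 4775 when libraries were also thinned and 302 and 4337 when the GC trend was also removed. With 4 clusters, the cluster of largest fall held 4175 regions.

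Among motifs, the background matched on GC content reversed ETS in the lower set (0.497) and ROR in the lower set (1.48, adjusted p 1.3e-01). It brought T-box (0.992) and Runt (0.906) in the lower set and Egr (0.317), T-box (0.622) and Tcf (0.788) in the higher set past no threshold, as the central 200 bp did for Egr in the higher set (0.363). The match was on GC content only. Of all uncalled regions 22.7% lay near a transcription start, against 2.76% of the lower set, so these changes may reflect that difference. Over the 5000 regions of highest variance, the lowest correlation inside a group was 0.845, the highest between groups 0.854 and the first component 79.4%.

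When each library was left out in turn, regions called in iNKT1 ranged from 89 to 330 higher and 152 to 891 lower, and interaction regions from 11 to 294 and 31 to 673. The iNKT1 counts were 89 and 214, and 105 and 357, without BALB/c iNKT1 replicates 1 and 2, and 131 and 152, and 111 and 235, without SKG iNKT1 replicates 1 and 2. The highest correlation between groups ranged from 0.941 to 0.946. Other ranges stayed within 1.5 times: 12625 to 14919 and 5217 to 6944 for the BALB/c subsets, 6763 to 9776 and 6176 to 7568 for the SKG subsets, 171 to 327 and 3535 to 5243 for the iNKT2 genotype contrast, 0.783 to 0.827 for the correlation and 17.0% to 22.8% for the share. The lone library of a group was assumed to vary like the others.

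Named regions gave 1394 comparisons over 54 pairs of region and contrast. In 1340 the call was unchanged, in 39 (8 pairs) it was lost, in 15 (10 pairs) it was gained and in 0 did the direction reverse. With libraries thinned to the smallest total, the calls of all 54 pairs were unchanged.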

Other observations

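The tests of male cells in SKG iNKT2 replicate 3, of thymocytes in the SKG iNKT1 samples, of the thymocyte genes in both subsets, of clustering in 10 Mb windows and of missing segments as the source of most called regions were chosen only after the result was seen, and the test of adjacent segments was made on near-absent regions that had been looked at before.

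My value for regions called between BALB/c and SKG iNKT1 cells was 960, from edgeR with TMM factors on the deposited counts. This was more than the study's value for the same comparison. With quantile normalization and voom, my counts were 138 higher and 129 lower, and their sum equals the value quoted from the study above. The study normalized with voom and tested with limma, so edgeR with TMM departs from it, and the difference depended on the normalization and test. Voom without quantile normalization gave 393 regions. In the other pairwise contrasts quantile normalization with voom gave 18008 (BALB/c subsets), 11255 (SKG subsets) and 4642 (iNKT2 genotypes) regions. Each was more than the study's value.

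More regions were called higher than lower in BALB/c iNKT2 against BALB/c iNKT1 (71.0% of called regions). GC content bias as the source is argued against, since the share was 66.88% after each library's GC trend was removed. Higher background in the iNKT2 libraries may be part of it. The floor of the BALB/c iNKT2 libraries was 1.41 to 1.92 insertions per kb against 0.294 and 0.364 in BALB/c iNKT1, and after subtracting it the share was 60.69%, above the limit of 60% set beforehand by less than its jackknife SE of 2.80. Without any 1 of the 5 BALB/c libraries, the share after subtraction was 56.21% to 60.18%. Subtraction of the floor at percentile 1 left 67.4% and quantile normalization 50.2%. Background and a wider set of accessible regions in iNKT2 cannot be told apart here, because the normalization that removes a difference in background also removes a difference in breadth.

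The fall of 4488 regions in SKG iNKT2 was set against several sources. Grouping of libraries by chance cannot be excluded by permutation: of the 10 splits of the 6 iNKT2 libraries into 3 and 3, 1 gave as many called regions, the real split, so the share cannot fall below 0.1. Of these splits, 4 part all 3 numbered pairs, the real one included, and the other 3 of them gave 0 calls with edgeR, as did the 6 that part 1 pair. At an unadjusted p under 0.05 these 9 splits gave 876 to 11035 regions, against 35536 for the real split. DESeq2 was not run on them. Depth as the whole source is argued against by 4528 lower regions in thinned libraries, and GC content by 4088 after its trend was removed. Higher background in the BALB/c iNKT2 libraries stays open as a part. Their floors were 1.41 to 1.92 normalized insertions per kb, against 0.612 to 1.01 in SKG iNKT2. Subtraction of the floors left 4029 regions lower and called 1179 higher, against 239 higher without it. iNKT1 cells in the sorted SKG iNKT2 samples are argued against as the whole source, because 85.18% of the regions were still called lower against mixtures with the best-fitting share of 10% iNKT1. At assumed shares of 25%, 50% and 75% it was 73.55%, 41.44% and 20.74%. The median share of iNKT1 needed by the iNKT2-high regions was 56.7%, while the iNKT1-high regions needed 0.621%. Thymocytes without the Trav11-Traj18 rearrangement, which keep the DNA between these gene segments, would raise the insertions there in SKG. The lowest SKG iNKT2 share was below the highest BALB/c iNKT2 share, by -8.39 percentage points, and the means were 21.2% ± 2.57 and 23.4% ± 4.14 (SD, n = 3 each). This is the overlap set beforehand as counting against such cells, but with a difference of the means of -2.14 points (exact permutation p 0.400 over 20 assignments) a small rise was not excluded. Dntt held 23.7, 26.2 and 23.2 CPM in the SKG iNKT2 libraries and 15.8, 14.7 and 14.1 in the BALB/c iNKT2 libraries (0 of 3 regions called by edgeR and 0 by DESeq2, 3 at an unadjusted p under 0.05). Arpp21 went the other way, lower in each SKG iNKT2 library than in each BALB/c iNKT2 library, and Rag2, Cd8a, Cd8b1 and Cd4 overlapped. Such cells and a change of chromatin cannot be told apart with 3 libraries per group. A change of chromatin with the SKG genotype remains a candidate explanation, untested beyond these comparisons, and batches were not given by the labels.

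Some changes between SKG and BALB/c iNKT1 may come from the genomes and not from chromatin. Of the 960 called regions, 22 were under 5% of the other genotype's level in both subsets, 12 in SKG and 10 in BALB/c. The 10 include the regions named above for the largest rises with the SKG genotype, at Pde4b, Ndufa6 and Wdr1. Among the 22, 3 pairs were neighbours in the list of regions and near-absent in the same genotype, against a mean of 0.0350 in 10000 permutations (p 1e-04, the smallest that permutation can give). One pair lay in an intron of Pde4b, at chromosome 4, 102516947–102517685 and 102518346–102518697, near-absent in BALB/c. Such runs are what segments present in the genome of 1 genotype and missing in the other's would give, and the reads were not available to look for them. As the source of most called regions they are argued against, because the 22 regions are 2.29% of those called. Changes shared by both subsets also lay close together: the 337 shared regions formed 621 pairs within a 10 Mb window. This was 2.26 times the mean of random regions matched on level (p 5e-04, the smallest that 2000 draws can give). Against draws of regions called between genotypes in iNKT2 only, the ratio was 2.12 (p 5e-04). Without the densest window, at chromosome 14 from 100 to 110 Mb with 19 regions lower in SKG, the ratio to random regions was 1.84. Segments of the genome that differ between the mice and neighbouring regions regulated together, such as those at Spry2 in that window, cannot be told apart, since both give the clustering. Sex differing between the genotypes is argued against by Xist, whose log2 ratio of SKG over BALB/c was 0.188 in iNKT1 (93.0 ± 3.00 against 81.6 ± 2.98 CPM, SD, n = 2 each). Thymocytes without the Trav11-Traj18 rearrangement stay open for the iNKT1 changes and for the interaction, which uses the same libraries. The share of insertions between these segments was 16.8% ± 0.676 in SKG iNKT1 and 12.9% ± 0.602 in BALB/c iNKT1 (SD, n = 2 each), and the lowest SKG share lay 2.95 percentage points above the highest BALB/c share. Cd8a and Cd8b1, with 1 region each and neither called, held 1.93 and 1.22 CPM and 4.30 and 15.4 CPM in the SKG iNKT1 libraries, against 0.388 and 0.573 and 0.478 and 1.68 in the BALB/c iNKT1 libraries. Of the other 6 thymocyte genes looked at, Arpp21 had 4 of 7 regions called higher in SKG iNKT1, Rag2, Dntt and Cd4 had no region called by edgeR, and Rag1 and Ptcra held no region. Such cells and a changed accessibility of these regions with the genotype cannot be told apart with 2 libraries per group.

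In SKG iNKT2 replicate 3, Xist held 27.6 CPM, against 63.4 and 88.0 in replicates 1 and 2 of that group (log2 ratio to both -1.46). Male cells in that library may be the source. Firre, Jpx and Ftx, 3 of 3 genes with open chromatin on the inactive X, were below both other libraries (log2 -1.38, -0.29 and -0.34). Of 4 genes that escape inactivation, Kdm6a, Kdm5c and Eif2s3x were below both as well (-0.63, -0.51 and -0.26) and Ddx3x was not (0.03), while other regions of chromosome X were not lower (0.04). Jpx and Ftx neighbour Xist, so these genes are not independent, and chromosome Y was removed from the table. Without this library, 3912 regions were lower and 239 higher in SKG iNKT2.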
